# Transcriptome analysis of haploid male gametophyte development in *Arabidopsis*

**DOI:** 10.1186/gb-2004-5-11-r85

**Published:** 2004-10-27

**Authors:** David Honys, David Twell

## Abstract

**Background:**

The haploid male gametophyte generation of flowering plants consists of two- or three-celled pollen grains. This functional specialization is thought to be a key factor in the evolutionary success of flowering plants. Moreover, pollen ontogeny is also an attractive model in which to dissect cellular networks that control cell growth, asymmetric cell division and cellular differentiation. Our objective, and an essential step towards the detailed understanding of these processes, was to comprehensively define the male haploid transcriptome throughout development.

**Results:**

We have developed staged spore isolation procedures for *Arabidopsis *and used Affymetrix ATH1 genome arrays to identify a total of 13,977 male gametophyte-expressed mRNAs, 9.7% of which were male-gametophyte-specific. The transition from bicellular to tricellular pollen was accompanied by a decline in the number of diverse mRNA species and an increase in the proportion of male gametophyte-specific transcripts. Expression profiles of regulatory proteins and distinct clusters of coexpressed genes were identified that could correspond to components of gametophytic regulatory networks. Moreover, integration of transcriptome and experimental data revealed the early synthesis of translation factors and their requirement to support pollen tube growth.

**Conclusions:**

The progression from proliferating microspores to terminally differentiated pollen is characterized by large-scale repression of early program genes and the activation of a unique late gene-expression program in maturing pollen. These data provide a quantum increase in knowledge concerning gametophytic transcription and lay the foundations for new genomic-led studies of the regulatory networks and cellular functions that operate to specify male gametophyte development.

## Abstract 2

A transcriptome analysis of male gametophyte development in *Arabidopsis* uncovers distinct temporal classes of gene expression and opens the door to detailed studies of the regulatory pathways involved.

## Background

Development of eukaryotic cells towards particular cell fates is regulated by complex and dynamic changes in gene expression. These changes, when monitored on a genome-wide scale, provide a detailed framework for the analysis and modeling of cellular development. To monitor patterns of gene expression it is important to be able to isolate cells at precise stages along a developmental pathway. Well-developed procedures for cell culture and single-cell PCR techniques have allowed genome-wide changes in gene expression to be monitored during animal cell differentiation [1-4].

Transcriptomic studies of single cell types in plants have focused on diploid sporophytic cell types, including undifferentiated cell suspensions [5,6], leaf epidermal and mesophyll cells [7], stomatal guard cells [8] and cultured mesophyll cells [9,10]. These studies have provided valuable information about gene expression in single cell types; however, their coverage of the transcriptome has been limited and/or hampered by low RNA yields from individual cells, requiring mRNA preamplification steps that can bias the complementary RNA (cRNA) [11,12]. Moreover, such studies have not involved the use of the most comprehensive tools for monitoring gene expression that are now available for *Arabidopsis *- which include the Affymetrix ATH1 gene arrays. Recently, a significant advance in transcriptome analysis of plant cell types has been achieved through fluorescence-activated cell sorting of cell-type marked and protoplasted root cells using Affymetrix ATH1 micorarrays [13]. This has provided a near-comprehensive transcriptomic view of cell-fate determination at three developmental stages in five different domains of the root apex.

In contrast to such enabling technologies and procedures developed for sporophytic cell types there have been no studies that provide a genome-wide perspective of cell fate determination and differentiation during haploid gametophyte development. The haploid male gametophyte generation of flowering plants has a simple and well-defined pathway of development and consists of two- or three-celled pollen grains that deliver two sperm cells via the pollen tube to the embryo sac at fertilization. The highly reduced cell lineage and functional specialization of the male gametophyte are thought to be key factors in the reproductive fitness and evolutionary success of flowering plants. Moreover, pollen ontogeny provides an attractive model of cellular development in which to dissect the regulation of cell growth and division, cellular differentiation and intercellular communication (for reviews see [14-17]).

Recent progress in understanding of molecular and cellular aspects of pollen development has emerged from genetic studies that have identified mutants in *Arabidopsis *that affect all phases of pollen development [18-29]. In parallel, cDNA libraries and databanks have been obtained for sperm cells in maize, lily, tobacco and *Plumbago zelanica *[30-33]. Despite such advances there is limited information about developmental changes in gene expression associated with particular phases of male gametophyte development. Our objective was to develop procedures to enable the isolation of populations of microspores and developing pollen grains at precise developmental stages in *Arabidopsis *and to analyze changes in gene expression from unicellular microspores to mature differentiated pollen grains. A particular advantage of the male gametophyte generation is that developing microspores and pollen grains are symplastically isolated. This facilitates access to viable cell populations at different stages of haploid development without contaminating sporophytic cells.

Some initial progress has been made towards the definition of the male gametophytic transcriptome of *Arabidopsis *using serial analysis of gene expression (SAGE) [34] and Affymetrix AG microarrays that harbor probes for approximately 8,000 different genes [35,36]. These studies have provided valuable insight into the complexity of gene expression in mature pollen and the extent of overlap between male gametophytic and sporophytic gene expression (reviewed in [37]). However, these studies monitored the expression of only 30% of the annotated genes in *Arabidopsis *and analyzed mRNA populations only in mature differentiated pollen grains. These studies do not, therefore, provide a developmental perspective of gene expression during development and differentiation of the male gametophyte.

Here we describe spore isolation procedures for *Arabidopsis *and the use of Affymetrix ATH1 Genome Arrays to analyze transcript expression profiles throughout four successive stages of male gametophyte development in *Arabidopsis*. Isolated spore populations were large enough to enable RNA extraction for direct microarray hybridization without any preceding amplification step that could lead to bias in expression signals between stages or between genes within individual stages. Progression from proliferating microspores to terminally differentiated pollen was characterized by large-scale repression and the activation of a unique collection of late-program genes during pollen maturation. Putative male gametophyte-specific genes and distinct clusters of coexpressed genes are identified, including key groups of regulatory factors including cell cycle, transcription and translation factors. Bioinformatic and experimental data are used to address the importance of transcription and translation during pollen germination and tube growth

## Results

### Isolation and characterization of developing spores

Transcriptome profiling throughout microgametogenesis in *Arabidopsis *required the introduction of a procedure for the isolation of homogeneous populations of viable spores at precisely defined stages of development. The method was based on centrifugation of isolated mixed spores in a Percoll step-gradient [38,39]. Large homogeneous spore populations at three developmental stages were collected: uninucleate microspores (UNM), bicellular pollen (BCP) and immature tricellular pollen (TCP). In addition, a homogeneous mature pollen grain (MPG) population was isolated from open flowers according to Honys and Twell [35].

Microscopic examination of isolated spore populations revealed no contaminating sporophytic cells and little or no other cellular debris (Figure 1a). Vital staining revealed more than 90% viable spores at each stage (data not shown). The purity of spore populations was evaluated by DAPI staining (Figure 1b-e). The UNM population was the most homogeneous, containing 95% uninucleate microspores, 2.5% tetrads and 2.5% bicellular pollen. The BCP population was 77% pure, but also contained some tetrads (3.5%), microspores (12%) and tricellular grains (7.5%). The TCP population comprised 88% tricellular pollen and 12% bicellular pollen. The MPG population was 100% pure with approximately 2% aborted pollen.

### Developmental changes in the male gametophytic transcriptome

*Arabidopsis *ATH1 Genome Arrays were used to explore the dynamics of gene expression throughout male gametophyte development in comparison with sporophytic tissues. Microarrays were hybridized with cRNA probes made from total RNA purified from isolated spores. 

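The arrays analysed here are 7 ATH1 arrays, 2 each of uninucleate microspores (UNM), bicellular pollen (BCP) and tricellular pollen (TCP) and 1 of mature pollen grains (MPG), so MPG values have no replicate check. The authors deposited 1 intensity per probe set on a linear scale, already brought to the same trimmed mean on every array. The deposited values carry no detection calls, so a probe set was scored as expressed in a stage when its signal was at least 40 on every array of that stage. Each array was rescaled to a trimmed mean of 100 without the control probe sets, which changed no array by more than a factor of 1.0084. Signals under 20 were set to 20, log2 values of 22746 probe sets were taken, and the 14364 with at least 40 on 1 or more arrays were tested with limma in 1 fit. The single MPG array was assumed to vary like the others. On the UNM arrays 10687 and 11446 probe sets reached 40, on the BCP arrays 10581 and 11428, on the TCP arrays 9028 and 9542, and on the MPG array 9757. The 100 brightest probe sets held 11.7% and 14.6% of the signal at UNM, 10.3% and 14.0% at BCP, 17.3% and 19.3% at TCP, and 20.0% at MPG. The paper's purity counts leave microspores, tetrads and tricellular grains in the BCP isolate and bicellular pollen in the TCP isolate, so differences between these stages are measured on mixed populations. Some signs of RNA quality moved with the replicate number. The log2 ratio of 3' to 5' signals of the GAPDH controls was 0.88 and 2.89 at UNM, 0.63 and 2.76 at BCP, 1.06 and 3.19 at TCP for replicates 1 and 2, and 1.21 on the MPG array. The ubiquitin ratio was also higher in replicate 2 at these 3 stages. The actin ratio of the same control set was 1.79 and 1.79 at UNM, 1.62 and 1.6 at BCP, and -2.25 and -1.85 at TCP. The number of arrays limits the precision.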

Hybridization data from two biological replicates derived from independently grown populations of plants were compared. Only genes with a positive hybridization signal and a detection call value of 1 in both experiments were scored as expressed. Microarray data from each pair of replicates were highly correlated, with correlation coefficients of 0.986 (UNM), 0.972 (BCP), 0.991 (TCP) and 0.971 (MPG). 

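TUB9, a beta-tubulin gene, gave signals of 339 and 295 on the UNM arrays, 437 and 384 on the BCP arrays and 3770 and 3880 on the TCP arrays. ACT11, an actin gene, differed more between the UNM replicates, at 569 and 281, and read 3630 and 3650 at TCP. Over all 22746 probe sets the Pearson correlation of the linear signals of the 2 replicates was 0.973 at UNM, 0.961 at BCP and 0.986 at TCP. The median difference between replicates among expressed probe sets was 1.18-fold at UNM, 1.19-fold at BCP and 1.16-fold at TCP. A difference over 2-fold was seen for 1.1%, 1.8% and 0.9% of them. These correlations are across probe sets, which are not independent replicates.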

Complete microarray data are publicly available at the European *Arabidopsis *Stock Centre (NASC) microarray database [40]. Sporophytic ATH1 Genome Array datasets were downloaded from the NASC website [41]. This provided transcriptome data for seedlings at open cotyledon stage (COT, stage 0.7 [42]), leaves (LEF, stage 6.0), petiole (PET, stage 3.9), stems (STM, stage 6.1), roots (ROT), root hair zone (RHR, stage 1.02), and suspension cell cultures (SUS). Genes that were consistently expressed in replicate sporophytic datasets were identified using the same algorithm used for gametophytic data.

We have previously confirmed and validated the expression pattern of 15 putative pollen-specific genes identified using Affymetrix AG arrays by reverse transcription-PCR analysis [35]. Similarly we validated the current ATH1 datasets by RT-PCR analysis in two separate experiments that included analysis of 41 genes encoding predicted glycosylphosphotidylinositol-anchored proteins (GAPs) [21] and 16 cation/proton exchanger proteins [43]. In both experiments the expression patterns of all genes tested that were identified as pollen-expressed, or pollen-specific by ATH1 analysis were confirmed by RT-PCR.

The ATH1 Genome Array harbors oligonucleotide probes representing 22,591 genes based on the Arabidopsis Genome Initiative annotation. This represents 80.7% of the most recent estimate of 28,000 protein-coding genes in *Arabidopsis *[44]. Of these, 13,977 genes gave a consistently positive expression signal in at least one stage of male gametophyte development, representing 61.9% of the unigene targets on the microarray. 

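SWEET8, a sugar transporter, gave a mean signal of 5730 at UNM and 1890 at MPG, and SBT5.4, a subtilisin-like protease, 4980 at UNM and 462 at MPG. PLIM2a, a LIM-domain protein that bundles actin filaments, gave 50.3 at UNM and 11700 at MPG. These 3 genes were chosen after their values were seen, from the 10 most abundant named genes of each stage. In all, 12981 of 22746 probe sets (57.1%) were expressed in at least 1 stage, and 6072 of the 22746 (26.7%) in all 4 stages. Expression in UNM and BCP alone was seen for 1850 probe sets, and expression in TCP and MPG alone for 881. Of the markers of late pollen fixed before the data were examined, 3 were measured by name, with a median signal of 11.5 at UNM and 1754.7 at MPG. For other anther cells the median at UNM was 24.7 over 3 genes of the tapetum, the nurse tissue of the anther, and 28.4 over 3 genes of meiocytes, which gives no measure of purity. With a minimum signal of 80 the expressed set comprised 8902 probe sets.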

The majority of these were expressed in the two earliest developmental stages; 11,565 in microspores and 11,909 in bicellular pollen (Figure 1f). 

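AT4G00390 and AT2G27590 were clearly expressed at UNM, at 580 ± 64.6 and 554 ± 31.7 (SD, n = 2), and were near background at TCP, at 4.03 ± 2.42 and 8.32 ± 8.05. AT5G02140 read 765 ± 79.3 at BCP, 2.57 ± 0.928 at TCP and 77.4 at MPG, and AT1G80750 read 671 ± 148, 8.52 ± 2.07 and 47.3. Counted over the whole array, 10142 probe sets were expressed at UNM (44.6%), 10081 at BCP (44.3%), 8319 at TCP (36.6%) and 9757 at MPG (42.9%). At this minimum the number was lower on each TCP array than on each BCP array, and the MPG array lay above both TCP arrays. The MPG count rests on 1 array and the others on 2 that must both reach 40. With a minimum signal of 80 the 4 numbers were 6762, 6741, 5244 and 5497, and with a minimum taken from a mixture fitted to each array 14964 probe sets were expressed at MPG. With a minimum of 4 times each array's 25th percentile the numbers were 9083, 9437, 9485 and 10854, so there was no fall from BCP to TCP.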

After pollen mitosis II, there was a sharp decline in the number of diverse transcripts to 8,788 in tricellular pollen and 7,235 in mature pollen.

To identify genes expressed preferentially or specifically in developing male gametophytes, hybridization data was compared with sporophytic ATH1 datasets (COT, LEF, PET, STM, ROT and RHR; see Additional data file 1). Transcripts with a consistent positive expression signal in at least one stage of male gametophyte development and a zero signal in any sporophytic dataset were considered male gametophyte-specific. In total, 1,355 specific transcripts were identified, representing 9.7% of the male gametophytic transcriptome. The number of male gametophyte-specific transcripts ranged from 857 (BCP) to 625 (MPG). Thus, in contrast to the decline in the total number of diverse transcripts expressed, the representation of male gametophyte-specific transcripts increased, from 6.9% and 7.2% at UNM and BCP-stages to 8.0% and 8.6% at TCP and MPG-stages respectively.

Analysis of the distribution of transcripts among three abundance classes: high (up to 10-fold less than the maximum signal), medium (10- to 100- fold less) and low (more than 100-fold less) (Figure 1f), revealed a decrease in the proportion of transcripts forming the high-abundance class during development from 20% to 12%. 

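AT3G28750 gave the highest signal of all named genes at TCP and MPG, at 11000 and 14000, against 194 at UNM and 1340 at BCP. AT3G07820 followed at 10400 and 12300, and AT1G10770 read 283 at UNM and 11400 at MPG; the 3 genes were chosen after their values were seen. The maximum signal was 6779.8 at UNM, 6684.3 at BCP, 10996.2 at TCP and 14014.7 at MPG. With classes taken relative to these maxima, the high class held 945 probe sets at UNM (9.32%), 947 at BCP (9.39%), 741 at TCP (8.91%) and 658 at MPG (6.74%; 95% Wilson interval 6.26% to 7.26%). The UNM share has an interval of 8.77% to 9.9%, and these intervals cover counting error only. It was 6.39% without UNM replicate 1, below the MPG share, and 11.87% without UNM replicate 2, so the decrease to MPG depends on UNM replicate 1. The BCP share was 5.58% without replicate 1 and 14.23% without replicate 2. The MPG share was 11.97% with a minimum signal of 80.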

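AT3G12390 read 1260 ± 8.18 (SD, n = 2) at UNM and 59.0 at MPG, and AT4G15770 read 1190 ± 30.0 and 54.3, both more than 100-fold below the MPG maximum. The low class grew from 2011 probe sets at UNM (19.83%; 95% Wilson interval 19.06% to 20.62%) to 3755 at TCP (45.14%) and 6176 at MPG (63.3%; 62.34% to 64.25%), with 18.03% at BCP. Part of this follows from the definition, since the hundredth of the maximum was 67.8 at UNM and 140.1 at MPG while the minimum of expression stayed at 40. The UNM share was 36.81% without replicate 1 and 14.05% without replicate 2, and the BCP share 40.86% and 6.5%. With a minimum signal of 80 the low class held 34.86% of the probe sets at MPG. At UNM it held 0.0%, which is fixed in advance because the class there ends at 67.8.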

On the contrary, there was sharp increase in the proportion of mRNAs forming the low-abundance class after pollen mitosis II from 4% (UNM) to 14% (MPG). Moreover, 55% of low-abundance transcripts at MPG stage represented repressed mRNAs expressed more abundantly at earlier stages. Thus, the dramatic decrease in the number of transcripts expressed between bicellular and tricellular stages is paralleled by redistribution of mRNA from the high to the low abundance classes. These changes may be associated with reduced cellular activities and cell differentiation processes together with preferential expression of certain classes of genes during pollen maturation. This finding is in accord with the over-representation of cytoskeleton, cell-wall and signaling-related genes that comprise 26% of the high-abundance transcripts at MPG stage. In particular, the average expression signals of cytoskeleton, cell-wall and signaling-related transcripts were increased by 3.1, 3.7 and 2.3-fold, respectively, compared with the UNM stage.

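AT5G39850, a gene with 1 of the largest falls after BCP, read 1250 ± 105 (SD, n = 2) at UNM and 120 at MPG, where it belonged to the low class. AT5G14520 read 734 ± 35.6 and 82.0, and AT4G28440 695 ± 159 and 53.9. Of the 6176 probe sets of the low class at MPG, 4374 (70.8%) had a higher mean signal at an earlier stage. A signal at least 2-fold higher at an earlier stage was seen for 2461 of them (39.8%; 95% Wilson interval 38.6% to 41.1%). The paper's text names no minimum difference, so both shares are given. The share of 70.8% sets the highest of the earlier stage means against the single MPG array. Variation without any real change can also place that mean higher, so this share alone does not measure repression.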

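Genes of the cell-wall list that rose include EXPB5, a wall-loosening beta-expansin, and CSLC12, a glucan synthase of xyloglucan. EXPB5 read 41.3 ± 1.86 (SD, n = 2) at UNM and 7860 at MPG, and CSLC12 31.9 ± 1.79 and 2400. In the cytoskeleton lists TUA1, an alpha-tubulin, read 59.0 ± 9.27 and 4650, TUB9 317 ± 31.0 and 7300, and ACT11 425 ± 204 and 4040. In the signaling list RALFL26, a secreted RALF peptide, read 38.7 ± 8.84 and 8560, and ANX2, a receptor kinase that keeps the pollen tube wall intact, 11.5 ± 0.567 and 3080. These are rises of 191-fold for EXPB5 (adjusted p = 3.7e-05 from limma), 75.4-fold for CSLC12 (3.8e-05), 79.3-fold for TUA1 (4.8e-05), 23.1-fold for TUB9 (6.2e-05), 10.1-fold for ACT11 (0.0013), 224-fold for RALFL26 (5.8e-05) and at least 154-fold for ANX2 (3.7e-05). Over the 15 expressed genes of each group, the average signal increased from 252 to 1590 for the cytoskeleton (6.31-fold), from 37.0 to 940 for the cell wall (25.4-fold) and from 52.3 to 1500 for signaling (28.6-fold). The median gene changed less, with ratios of 2.26, 2.01 and 1.39, so a few genes carry the averages. By camera the shift of cell wall (adjusted p = 0.0044), signaling (0.0078) and tubulin genes (0.019) passed. That of the actin cytoskeleton list did not (0.10). Of the tested genes of that list only ACT11 and ACT12 encode actin, and both rose. No list passed with an estimated correlation (adjusted p = 0.30 for each), a test with 3 degrees of freedom and so little power here. Over all genes tested, 8 of 19 cell-wall genes rose and 1 fell, and 7 of 18 signaling genes rose and 2 fell. Of 7 tubulin genes 4 rose and 1 fell. Of 8 genes of the actin cytoskeleton list 4 rose, or 4 rising and 1 falling under the replicate block. The counts adjusted over the list alone were 8 and 1, 7 and 2, 5 and 1, and 4 and 0. Only 36 of 216 cell-wall and 30 of 250 signaling genes were measured by name. The same held for 7 of 15 tubulin and 8 of 65 actin cytoskeleton genes, so these results describe the matched genes only.

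**Figure D1:**
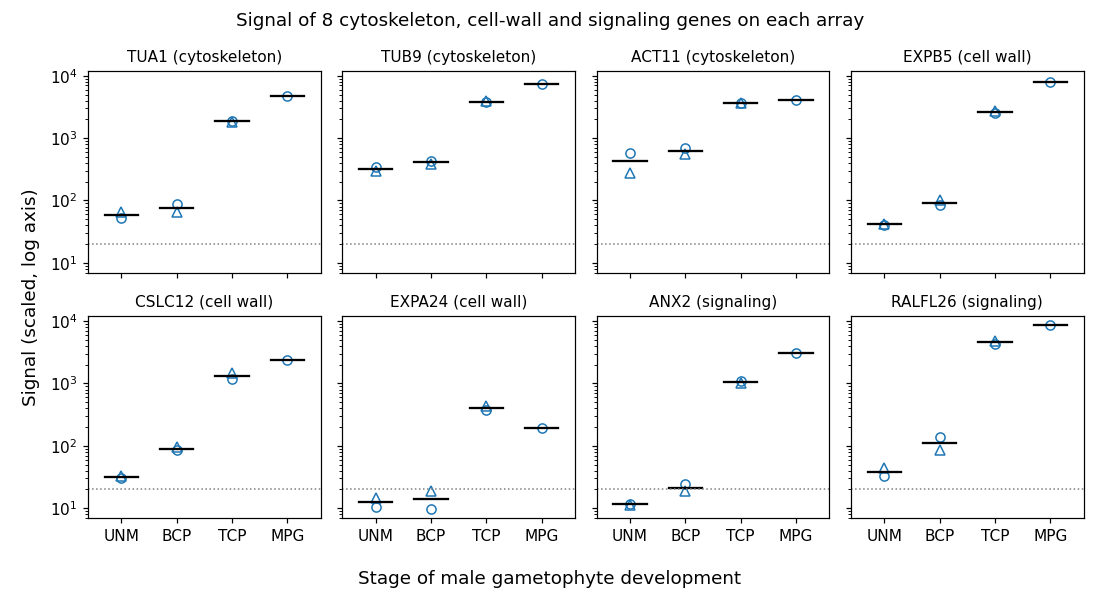
Signal of 8 genes on each of the 7 arrays, scaled to a trimmed mean of 100 and drawn on a log axis, by stage. Circles are replicate 1, triangles replicate 2 and black bars the stage means; the dotted line is the value of 20 to which lower signals were raised before testing. In the 8 panels the TCP and MPG arrays lie above the UNM and BCP arrays.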

Scatter-plot analysis was used to examine in more detail the complexity of the mRNA decline after PMII. The expression levels of individual genes were normalized using a scale of 0 to 100. Genes coexpressed in pairs of datasets were plotted using a logarithmic scale and a correlation coefficient (*R *value) calculated (Figure 2). There was an extremely high correlation (*R *= 0.96) between the transcriptomes of UNM and BCP, the two earliest developmental stages (Figure 2a). These stages are closely related, with a moderate increase in the expression of a number of genes at BCP stage. 

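AT1G78460 rose from 22.6 ± 2.28 (SD, n = 2) at UNM to 403 ± 87.2 at BCP, a 17.7-fold change (log2 change 4.15, standard error 0.23, adjusted p = 0.0043 from limma). AT5G61720 rose 14.4-fold, from 81.0 ± 13.3 to 1160 ± 76.4 (adjusted p = 0.0042), and AT5G44300 11.3-fold, from 47.5 ± 8.68 to 534 ± 30.6 (0.0043). The genes with the largest falls were encoded in the plastid. The mRNA of ndhG, a subunit of the plastid NADH dehydrogenase-like complex, decreased from 949 ± 406 to 73.6 ± 3.58 (log2 change -3.62, standard error 0.43, adjusted p = 0.016), and that of atpI, a subunit of the plastid ATP synthase, from 318 ± 55.5 to 41.5 ± 1.88 (-2.93, 0.19, 0.0044). In all, 292 probe sets rose and 71 fell, 2.5% of those tested, and the correlation across the 9321 probe sets expressed in both stages was 0.948. By camera, genes of signaling (adjusted p = 0.032), transport (0.007), the actin cytoskeleton (0.0078) and nuclear photosynthesis (0.0025) shifted up and core translation factors down (0.042). With an estimated correlation the adjusted p was 0.30 for each. Single genes that rose were 3 of 18 for signaling (5 adjusted over the list alone), 1 of 8 for transport (3), 2 of 19 for the cell wall (2), 1 of 7 for tubulin (1), 0 of 8 for actin (3; 2 under the replicate block) and 0 of 7 for photosynthesis (5). The signaling shift was not called with the replicate block (0.053), nor without UNM replicate 1 (0.086), BCP replicate 1 (0.086) or TCP replicate 1 (0.058), and the translation factor shift not without UNM replicate 1 (0.14) or BCP replicate 2 (0.23). Without any 1 array of UNM, BCP or TCP, limma called 0 probe sets in either direction, with 1439 to 2238 at an unadjusted p under 0.05 against 2274 with all arrays. With array scaling from the spiked controls 53 rose and 6 fell. These controls differed between the replicates by ratios of 1.89 at UNM and 2.8 at BCP, so this scaling adds to the spread between them.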

The profiles of the two latest developmental stages, TCP and MPG, were also very similar (Figure 2c, *R *= 0.858), but with greater deviation than the early stages. 

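EXPA4, an alpha-expansin, rose from 202 ± 46.8 (SD, n = 2) at TCP to 2640 at MPG, 13.2-fold (log2 change 3.73, standard error 0.26, adjusted p = 0.0094 from limma). AT3G06150 rose 15.2-fold, from 68.9 ± 16.1 to 1030 (3.92, 0.26, 0.0094). AT1G71680 fell from 3850 ± 37.8 to 318 (-3.60, 0.31, 0.0094) and AT3G23300 from 711 ± 8.37 to 66.8 (-3.41, 0.23, 0.0094). They read 23.1 ± 11.2 and 134 ± 23.0 at UNM, and TCP was their highest stage. Across the 7596 probe sets expressed in both stages the correlation was 0.869, with 0.862 to 0.869 for single TCP arrays against the MPG array. Of the probe sets tested, 721 rose and 1067 fell (12.4%), and 1126 rose with the replicate block. Among the lists, 3 of 7 tubulin genes rose and 1 fell (3 and 1 adjusted over the list alone), and 0 of 8 transport genes rose and 2 fell (0 and 4). No list fixed before the data were examined passed camera in this comparison. The calls depend on the TCP replicates: without TCP replicate 1 or 2 limma called 0 probe sets, with 3623 and 3717 at an unadjusted p under 0.05, and 94 rose and 218 fell without UNM replicate 1, and 167 and 323 without UNM replicate 2. Without BCP replicate 1 the counts were 359 and 579, without BCP replicate 2 366 and 585, and with scaling from the spiked controls 2 and 0. The tubulin counts were 0 without any 1 array.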

The scatter plot of TCP and MPG revealed the shift between extreme mRNA abundance classes as described above. This was more evident when bicellular and tricellular stages were compared (Figure 2b). 

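ANX1 and ANX2, receptor kinases of the pollen tube tip, were at or near background in BCP, at 10.8 ± 14.3 and 21.5 ± 4.11 (SD, n = 2), and reached 892 ± 67.5 and 1040 ± 53.4 in TCP. The pectate lyase gene AT59 rose from 65.9 ± 22.9 to 3330 ± 72.0, EXPA24, an alpha-expansin, from 14.3 ± 6.56 to 406 ± 47.3, and CHX15, a member of the cation/H+ exchanger family, from 45.0 ± 17.0 to 1200 ± 2.71. In the other direction HTB1, a histone H2B gene, fell from 715 ± 64.5 to 49.9 ± 13.3, AT3G58290 from 1180 ± 166 to 28.0 ± 1.86 and AT1G15250 from 507 ± 88.0 to 4.44 ± 0.857. ANX1 rose at least 43.5-fold (adjusted p = 6.1e-05 from limma), ANX2 at least 47.1-fold (6.1e-05) and EXPA24 at least 20.2-fold (6.4e-05). The log2 changes were 5.70 for AT59 (standard error 0.27, adjusted p = 6.6e-05) and 4.80 for CHX15 (0.29, 9.4e-05). They were -3.86 for HTB1 (0.24, 0.00011) and -5.39 for AT3G58290 (0.19, 6.1e-05), and AT1G15250 fell at least 25.2-fold (6.7e-05).
Of the 14364 probe sets tested, 2726 rose and 5391 fell, together 56.5%, and the correlation across the 7049 probe sets expressed in both stages was 0.408. Among the lists fixed before the data were examined, 8 of 19 cell-wall genes rose and 0 fell. Likewise 4 of 7 tubulin and 5 of 8 transport genes rose and 0 fell. Of 18 signaling genes 8 rose and 4 fell, and of 8 genes of the actin cytoskeleton list 4 rose and 1 fell. Adjusted over the list alone the counts were 8 and 0, 4 and 0, 5 and 0, 8 and 5, and 5 and 1. By camera the cell-wall (adjusted p = 0.0044), transport (0.0078), signaling (0.013) and tubulin lists (0.032) shifted up, and the actin list did not pass (0.054). With an estimated correlation the adjusted p was 0.30 for each, and the tubulin call was also lost under quantile normalization (0.06) and a floor of 40 (0.053). Of the histone genes 0 of 6 rose and 4 fell (4 adjusted over the list alone), and of the nuclear photosynthesis genes 0 of 7 rose and 4 fell (5), with camera adjusted p of 0.13 and 0.23. With scaling from the spiked controls the histone shift passed (camera adjusted p = 0.046). The 4 signaling falls were 2 without BCP replicate 1 or either TCP replicate, the 1 actin fall was 0 without either UNM or BCP replicate or TCP replicate 1, and the 4 photosynthesis falls were 2 without TCP replicate 2. The balance of rises and falls depends on the scaling: the median probe set moved by -0.33 on the log2 scale here and by 0.01 under quantile normalization, which called 3812 rises and 4262 falls (47.2% rises against 33.6%). From the scatter of the values and the low correlation, the paper reasons that the change in transcriptome size at this step is more than repression and that groups of genes tied to pollen maturation are switched on.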

The scatter of gene expression values and the low correlation (*R *= 0.541), provide evidence that the major quantitative shift in transcriptome size between BCP and TCP stages is not simply the result of repression, but also involves the activation of new groups of genes associated with pollen maturation. The lack of correlation (*R *= 0.194) between gene expression profiles in uninucleate microspores and mature pollen (Figure 2d), also reflects the pronounced change in cell status from proliferating microspore to terminally differentiated pollen.

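AT1G54070 read 22.5 ± 10.8 (SD, n = 2) at UNM and 10100 at MPG, a rise of at least 410-fold (adjusted p = 3.8e-05 from limma), and AT1G35490 rose at least 394-fold, from 22.6 ± 4.71 to 8970 (3.7e-05). Among the largest falls were those of plastid genes for the photosynthetic apparatus. The mRNA of atpH, a subunit of the plastid ATP synthase, fell at least 96.1-fold, from 1950 ± 442 to 11.1 (adjusted p = 0.00021), and psbB, which encodes a chlorophyll protein of photosystem II, from 1500 ± 418 to 28.3 (log2 change -5.70, standard error 0.31, adjusted p = 8.8e-05). TUB7, a beta-tubulin chosen after its values were seen, fell from 772 to 134 (-2.52, adjusted p = 0.00036) while other tubulin genes rose. Over the 7350 probe sets expressed in both stages the correlation was 0.172. Of those tested, 2880 rose and 5808 fell (60.5%). The histone genes numbered 5 falls among 6 (5 adjusted over the list alone), and their shift did not pass camera (adjusted p = 0.053). The transport genes numbered 5 rises and 1 fall among 8 (5 and 2 over the list alone; 5 and 0 without UNM replicate 1) and shifted up (camera adjusted p = 0.032; adjusted p = 0.30 with an estimated correlation). The histone shift did pass with scaling from the spiked controls and under quantile normalization. The MPG value of each gene is that of 1 array. The median probe set moved by -0.53 on the log2 scale, and by -0.15 under quantile normalization, which called 3778 rises and 4756 falls (44.3% rises against 33.1%).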

The relationship between cell proliferation activities and transcriptome profiles was examined by comparison of early UNM and late MPG stages with a publicly available suspension cell culture dataset. These comparisons demonstrated that the microspore transcriptome was significantly more similar to that of cell suspensions (*R *= 0.474) than to mature pollen (*R *= 0.194). This is also in accord with the lack of correlation between transcriptome profiles of mature pollen and cell suspensions (*R *= 0.13).

### Co-regulated clusters of gametophytic genes

To identify gametophytic genes that may form co-regulated clusters, all 13,977 male gametophyte-expressed genes were hierarchically clustered using EPCLUST clustering and analysis software. Application of a threshold value of 0.05 resulted in the definition of 39 gene clusters covering all phases of male gametophyte development (Figure 3; see also Additional data files 1 and 2). 

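Several plastid genes were expressed at UNM and in no later stage. The mRNA of ndhF, a subunit of the NADH dehydrogenase-like complex, gave 322 at UNM and 46.6 at BCP, where not every array reached 40, psbN gave 284 and 39.0, and rpoB, the beta subunit of the plastid RNA polymerase, 212 and 38.3. AT3G58020, a nuclear gene, gave 137 and 46.3. These genes were chosen after their values were seen, as those with the highest UNM signal in this pattern. In all, 424 probe sets were expressed at UNM alone, of which 257 name a gene. The number depends on how the replicates are combined: it was 1008 without UNM replicate 1, 250 without BCP replicate 1 and 664 with array scaling from the spiked controls. In the clustering, 1 cluster of 489 probe sets had a mean profile of 1.0 at UNM and 0.071 at BCP, relative to the maximum. Stages that did not count as expressed were set to 0 first, so the low BCP value does not measure the size of a fall.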

Cluster 37 contained 735 early genes (5.3% of all gametophytic genes) with positive expression signals only at UNM stage. Transcriptome data reflect steady-state mRNA profiles that result from the combination of transcription and mRNA turnover rates. In this regard, some transcripts grouped in early cluster 37 may be inherited through meiosis and/or from the tetrad stage.

The majority of male gametophyte-expressed genes (52%) were grouped into four clusters (25, 27, 29 and 35) comprising early expressed genes repressed after PMII. 

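POLA3, a primase subunit of DNA polymerase alpha, read 117 ± 7.88 (SD, n = 2) at UNM, 86.5 ± 9.31 at BCP and 31.5 ± 3.91 at TCP (BCP to TCP log2 change -1.46, standard error 0.19, adjusted p = 0.0013 from limma). HTB4, a histone H2B gene, read 383 ± 46.0, 342 ± 2.03 and 38.7 ± 17.1 (-3.22, 0.33, 0.0005). The other replication gene tested, PRL, which encodes the MCM7 subunit of the replicative helicase, fell by 0.68 on the log2 scale (adjusted p = 0.045), a call lost without any 1 of the 6 UNM, BCP or TCP arrays (0.052 to 0.18). Both calls of the replication list held when adjusted over the list alone. Clusters highest at UNM or BCP and under 0.5 of their maximum at TCP and MPG comprised 5694 of the 12981 expressed probe sets (43.9%), in 8 clusters. The largest of all held 2580 probe sets, with mean profiles relative to the maximum of 1.0, 0.809, 0.103 and 0.131 at UNM, BCP, TCP and MPG, and the next 1554. The tree gave 81 clusters in all at a distance of 0.05.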

Several large gene clusters collectively containing 1,899 genes (13.6%) were associated with pollen maturation. These were activated or upregulated between BCP and TCP stages, forming clusters 5, 7, 11, 13, 18-24, 26, 28, 38 and 39. In contrast, a discrete set of 298 genes forming cluster 17 was upregulated only after TCP stage. 

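Genes that rose between BCP and TCP and stayed high at MPG include RALFL25, a RALF peptide, which read 36.0 at UNM, 130 at BCP, 4200 at TCP and 6060 at MPG, and ACT12, an actin gene of pollen, at 95.9 ± 21.6 (SD, n = 2), 219 ± 30.3, 638 ± 25.5 and 1270. RALFL25 was chosen after its values were seen. The exchanger genes CHX6B and chx28 read 27.8 ± 7.7 and 12.9 ± 2.98 at BCP and 219 ± 8.55 and 232 ± 47.6 at TCP. The rises from BCP to TCP were 2.93-fold for ACT12 (adjusted p = 0.0021 from limma; 0.25 with scaling from the spiked controls), 8.04-fold for CHX6B (0.00038) and at least 11.5-fold for chx28 (8.7e-05). The 3 measured members of the late pollen list, ANX1, ANX2 and ACT12, all rose (3 adjusted over the list alone). Clusters highest at TCP or MPG and under 0.5 of their maximum at BCP, without those under 0.5 at TCP, held 2376 probe sets (18.3%) in 11 clusters. The largest, with 1341, had mean profile values of 0.152, 0.185, 0.845 and 0.98 over the 4 stages. Not all stayed up, since a cluster of 370 was at 0.239 of its maximum at MPG and one of 165 at 0.464. The class held 3886 probe sets without TCP replicate 1 and 3853 with a minimum signal of 20.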

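AT4G33860 was at background through TCP, at 3.93 ± 1.28 (SD, n = 2), and read 539 at MPG, at least a 27.0-fold rise (adjusted p = 0.0068 from limma). All its arrays before MPG were raised to the floor before testing, so they hold no replicate spread. Its p-value therefore rests on the prior variance of limma, and its probe set can cross-hybridize. AT1G24110 rose 12.1-fold, from 89.1 ± 42.8 to 1010 (adjusted p = 0.013), and AT5G51970 10.1-fold, from 48.5 ± 13.7 to 480 (0.0094), the latter after reading 138 ± 0.174 at UNM. AT1G67623, chosen after its values were seen, read 61.7 at TCP and 452 at MPG. Clusters highest at MPG and under 0.5 of their maximum at TCP comprised 2304 probe sets (17.7%) in 6 clusters. The largest, of 1140, was on average at 0.042 of its maximum or less before MPG, while a cluster of 845 had already risen from 0.166 of its maximum at BCP to 0.485 at TCP, and the other 4 were also high at UNM or BCP. Expression at MPG alone, by the minimum of 40, was seen for 1047 probe sets, 622 of which name a gene. The cluster numbers rest on 1 MPG array and on setting stages under the minimum to 0. Clustered anew, the class held 570 probe sets with measured values kept, 1072 without TCP replicate 1, 1442 without UNM replicate 1 and 1163 with a minimum of 80. Without either TCP replicate the 3 calls were lost (0.072 to 0.077).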

In total, 3,342 late genes (24%), forming clusters 1-3, 6, 8 and in particular, cluster 17, encode proteins that are likely to function during post-pollination development.

### Expression of regulatory genes throughout male gametophyte development

We focused our further analysis on three key categories of genes with likely regulatory significance in male gametophyte development; core cell-cycle genes, transcription factors and core translation factors (Figure 4). Core cell-cycle genes [45] were defined according to TAIR [46]. Genes comprising *Arabidopsis *transcription factor families were derived by compilation of data available at The Ohio State University *Arabidopsis *Gene Regulatory Information Server [47], data published in [48] and databases homology searches. Recent annotations of the MADS-box and bHLH transcription factor gene families were defined according to [49,50], respectively. Core translation factors [51] were defined according to TAIR [46].

#### Core cell-cycle genes

Among 61 core cell-cycle genes, 55 genes were present on the ATH1 GeneChip and 45 (82%) of these were expressed in the male gametophyte (see Additional data file 1). Representative(s) of all families and subfamilies were expressed. The majority of gametophytic core cell-cycle genes showed similar expression profiles (Figure 4a), with a decline in mRNA abundance after UNM stage to zero (or low levels) at TCP and MPG stages. This pattern is consistent with the termination of proliferation of the microspore and generative cell before pollen maturation.

#### Putative transcription factors

We identified 1,594 genes encoding putative transcription factors that were divided into 34 gene families (see Additional data file 1). Their representation on the ATH1 GeneChip was 1,350 (85%). Of these, 608 (45%) were expressed in the male gametophyte, including 54 (15.7%) that were male gametophyte-specific. 

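AT5G04390 and AT1G70790, listed as C2H2 zinc finger genes, read 20.5 ± 3.12 (SD, n = 2) and 141 ± 53.4 at BCP. At TCP they read 692 ± 28.8 and 3980 ± 459. AT3G20300, listed under AP2-EREBP, read 43.7 ± 17.4 at BCP and 997 ± 199 at TCP. Families here and below are those of the paper's list, and whether each gene encodes a transcription factor was not checked. AT5G04390 rose at least 32.4-fold (adjusted p = 6.1e-05 from limma), and the log2 changes of AT1G70790 and AT3G20300 were 4.87 (standard error 0.30, adjusted p = 0.0001) and 4.56 (0.33, 0.00017). Of the 1350 genes of the paper's list, 419 could be matched to a probe set by name, and 181 of these (43.2%) were expressed in at least 1 stage. The match was uneven, with 72 of 89 C3H genes but 2 of 127 MYB, 5 of 93 NAC and 7 of 62 WRKY genes. Values for the whole list therefore describe the matched genes only. The stage counts were 113 at UNM, 107 at BCP, 114 at TCP and 148 at MPG. The expressed number was 99 with a minimum signal of 80 and 276 with a minimum of 20. The sporophytic arrays behind male gametophyte specificity were not analysed here.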

There were distinct differences in the representation of large transcription factor families (with over 25 members) in the gametophyte. 

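Among the 17 families tested, C3H was the only one whose expressed share differed from that of all other families. Of its 72 measured members 53 were expressed (73.6%), against 36.9% of the others (odds ratio 4.77, Fisher's exact test, two-sided, adjusted p = 2.8e-07). The C2H2 zinc finger family had 21 of 49 (42.9%, against 43.2% of the others) and the bZIP family 12 of 28 (42.9%, against 43.2%). The GRAS family had 3 of 13 (23.1%, against 43.8%). Of the smaller groups, 4 of 7 WRKY and 2 of 3 TCP genes were expressed. Between BCP and TCP 14 of 59 C3H genes tested rose and 10 fell, 9 of 27 C2H2 genes rose and 6 fell, and 4 of 14 bZIP genes rose and 3 fell. Families of few measured members have little power in this test, and GRAS reached 53.8% with a minimum signal of 20.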

Among those over-represented were the p-coumarate 3-hydroxylase (C3H) family (67% of family members present on the ATH1 GeneChip), the CCAAT family (64%), C2H2 zinc finger proteins (57%), the WRKY family (53%), the bZIP family (51%), the TCP family (50%) and the GRAS family (50%). In contrast, the AUX/IAA (20%), HSF (33%), bHLH (34%), NAC (34%), AP2-EREBP (35%), HB (36%), R2R3-MYB (37%), MADS (37%) and C2C2 zinc finger (37%) gene families were all under-represented.

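Of 36 measured MADS genes 9 were expressed (25.0%; unadjusted p = 0.022, adjusted p = 0.19 from Fisher's exact test, two-sided). The AP2-EREBP family had 18 of 56 expressed (32.1%; adjusted p = 0.28), the bHLH family 14 of 47 (29.8%), the C2C2 zinc finger family 10 of 18 (55.6%), the HB family 2 of 9, the NAC family 0 of 5, the Aux/IAA family 1 of 5 and the HSF family 1 of 2. Both measured MYB genes were expressed. None of these families passed the test, except AP2-EREBP with a minimum signal of 80 (5.4% expressed, adjusted p = 0.0024). Between BCP and TCP 5 of 22 AP2-EREBP genes tested rose and 0 fell, 3 of 10 C2C2 genes rose and 1 fell, and 3 of 19 bHLH genes rose and 3 fell.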

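Of the 214 transcription factor genes tested, 52 rose and 45 fell between BCP and TCP (50 and 43 adjusted over the list alone), and between UNM and MPG 58 rose and 47 fell (58 and 46). Of the 181 that were expressed, 73 had their highest stage mean at UNM or BCP and 108 at TCP or MPG, so 40.3% were early. A gene counts as expressed at MPG on 1 array and elsewhere on 2, which favors late genes. The early share ran from 37.5% without TCP replicate 1 to 48.8% with scaling from the spiked controls. In the paper's own detection calls for the same 419 genes, 202 were expressed, 104 of them early and 98 late. Relative to the other genes the list shifted up between BCP and TCP (camera adjusted p = 0.032) and between UNM and MPG (0.0083). With an estimated correlation the adjusted p was 0.47 and 0.39, and the BCP to TCP shift was not called without BCP replicate 1 (0.062), without the filter on low signals (0.058) or, like that from UNM to MPG, with scaling from the spiked controls (0.053 and 0.052). Between TCP and MPG 13 rose and 10 fell (10 and 7 over the list alone; 20 and 13 under the replicate block), and between UNM and BCP 1 rose and 0 fell (0 and 0; 2 and 0 under the block). The TCP to MPG counts were 0 without either TCP replicate or UNM replicate 1, and 1 and 0 without UNM replicate 2. The 1 rise between UNM and BCP was 0 without any 1 array. Under quantile normalization 80 rose between BCP and TCP.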

The dominant expression pattern of transcription factor genes reflected the general repression of mRNA diversity between BCP and TCP stages (Figure 4b). Besides a limited number of constitutively expressed genes, two major transcription factor gene groups could be distinguished. One contained a major group of early-expressed genes and the second a smaller group of genes that were more abundantly expressed late during pollen maturation. The same general tendency was apparent when the profiles of individual transcription factor families were analyzed (exemplified by the C3H family, Figure 4d). Several gene families comprised predominantly early-expressed genes. These were the NAC, WRKY, TCP, ARF, Aux/IAA, HMG-box and Alfin-like gene families (Figure 4c-e, Additional data file 3). 

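All 4 WRKY genes tested, from a family known for roles in defense, fell between BCP and TCP, and 4 of 4 expressed members were early. Of 4 HMG-box genes tested 3 fell and 0 rose, with 3 early and 1 late. Of 2 tested genes that the paper lists in the TCP family 1 fell, AT5G16070 (log2 change -2.95). The other, TCP15, did not pass (0.55, adjusted p = 0.23 from limma). The Aux/IAA family had 1 tested gene, which did not pass, no NAC gene was bright enough to be tested, and no ARF or Alfin-like gene was matched by name. Among the families not in this group, 4 of 11 GARP genes fell and 0 rose. These families hold few genes matched by name, so no test was run between them.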

Complete lists of transcription factor gene families and their expression profiles are presented in Additional data files 1 and 3.

#### Core translation factors

Among 100 annotated core translation factor genes, 82 were present on the ATH1 GeneChip and 75 (91%) of these were expressed in the male gametophyte (see Additional data file 1). 

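AteEF1B-A2, a subunit of elongation factor 1B, was the brightest measured core translation factor gene, at 4340 ± 158 (SD, n = 2) in UNM and 850 in MPG. AteIF4A-2, an RNA helicase of initiation, read 1950 ± 356 and 433, and AteIF1-1, an initiation factor, 510 ± 27.2 and 843. The genes named here were chosen after their values were seen. Of the 82 genes in the paper's list 32 could be matched to a probe set by name, and 29 of these (90.6%) were expressed in at least 1 stage. The stage counts were 26 at UNM, 25 at BCP, 16 at TCP and 21 at MPG. In the paper's own calls for the same 32 genes 26 were expressed.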

The vast majority of translation factor genes belonged to the early group and these were strongly expressed (Figure 4g). 

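AteIF3D-2, a subunit of initiation factor 3, read 1000 ± 15.4 (SD, n = 2) at UNM, 898 ± 72.4 at BCP, 141 ± 21.1 at TCP and 75.2 at MPG. AteEF1B-A1, a subunit of elongation factor 1B, read 166 ± 18.8 at BCP, 20.9 ± 1.63 at TCP and 26.7 at MPG. The largest change ran the other way: AteIF1-4, an initiation factor 1 gene, rose from 76.1 ± 9.34 at BCP to 1660 ± 214 at TCP and read 2720 at MPG. The log2 changes from BCP to TCP were -2.68 for AteIF3D-2 (adjusted p = 0.00015 from limma) and 4.45 for AteIF1-4 (standard error 0.20, adjusted p = 6.5e-05), and AteEF1B-A1 fell at least 7.89-fold (0.00011). Of the 29 genes expressed, 21 had their highest stage mean at UNM or BCP and 8 at TCP or MPG (72.4% early). Between BCP and TCP 2 of 29 genes tested rose and 19 fell, with the same counts adjusted over the list alone, and between UNM and MPG 4 rose and 19 fell (2 rises without either UNM replicate). By camera neither shift passed (adjusted p = 0.053 and 0.11), and with the replicate block that from BCP to TCP did (0.045). With scaling from the spiked controls 1 rose and 7 fell between BCP and TCP.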

Reflecting the constitutive requirement for protein synthesis, only six genes showed male gametophyte-specific expression. These were: *AtPAB3 *(At1g22760), *AtPAB6 *(At3g16380), *AtPAB7 *(At2g36660), *AteIF2*-*B3 *(At3g07920), *AteIF4G*-like (At4g30680) and *AteIF6*-*2 *(At2g39820). 

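AteIF2-B3 (AT3G07920), a beta subunit of initiation factor 2, read 229 ± 19.6 (SD, n = 2) at UNM, 146 ± 23.7 at BCP, 52.1 ± 22.6 at TCP and 38.4 at MPG. AteIF4G-like (AT4G30680) read 62.7 ± 14.9, 54.1 ± 21.1, 10.0 ± 0.788 and 11.5. AteIF2-B3 fell by 1.54 on the log2 scale between BCP and TCP (standard error 0.33, adjusted p = 0.0094 from limma), and AteIF4G-like fell at least 2.6-fold (adjusted p = 0.013). The first call was lost under quantile normalization (0.058), without the filter (0.065) and without BCP replicate 1 (0.063), and the other with scaling from the spiked controls (0.10), a floor of 40 (0.42), without the filter (0.077) and without either TCP replicate (0.099). AtPAB3, AtPAB6, AtPAB7 and AteIF6-2 could not be matched to a probe set by name and were not analysed here, nor were the sporophytic arrays.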

There was a striking over-representation of poly(A)-binding (PAB) proteins among the male gametophyte-specific genes; seven out of eight PAB genes were male gametophyte-expressed, three of which were specific. Moreover, two of these gametophyte-specific PAB genes were among the few late pollen genes encoding translation initiation factors (Figure 4h).

### Integrating transcriptomic and experimental data

The rapid decline of mRNAs encoding translation initiation factors after bicellular stage and the parallel *de novo *synthesis of a new set of late pollen transcription factors, suggested storage of translation factors and ongoing transcription after pollen germination. Therefore we investigated the dependence of *Arabidopsis *pollen germination and tube growth on transcription and translation. Pollen was cultured with increasing concentrations of actinomycin D and cyclohexmide to examine the importance of transcription and translation, respectively. Actinomycin D had only moderate effects on both pollen germination and tube growth even at high concentrations (Figure 5a). Similar results were observed when another transcription inhibitor, cordycepin, was used (data not shown). In contrast, cycloheximide had a dramatic effect on pollen tube growth (Figure 5b). The presence of 0.1 μg/ml cycloheximide only inhibited pollen germination by 40%, but pollen tube growth was inhibited by 90%. At higher concentrations, 40% of pollen was still able to germinate, but further pollen tube growth was blocked. We conclude that active pollen tube growth is strictly dependent upon protein synthesis, and that pollen germination and tube growth are relatively independent of transcription.

## Discussion

To identify patterns of gene expression involved in *Arabidopsis *male gametophyte development, we compared the transcriptomes of isolated spores at four discrete developmental stages using ATH1 microarrays. ATH1 microarrays harbor probe sets for 22,591 annotated genes [52]. Of these, 61.9% (13,977 genes) gave positive hybridization signals in at least one stage of male gametophyte development. A comparable proportion of active genes was reported for isolated root cells which expressed 10,492 genes (46%) on ATH1 microarrays [8]. Moreover, in similar studies of animal cell development, 53% of 13,179 arrayed genes were found to be expressed during early murine adipocyte differentiation [1].

As the proportion of known genes embedded on the ATH1 array is 80.7%, we estimate the total number of genes expressed throughout *Arabidopsis *male gametophyte development to be more than 17,000. Similarly, the total number of genes expressed at individual developmental stages is estimated to be 14,300 at UNM stage, 14,800 at BCP stage, 10,900 at TCP stage and 9,000 at MPG stage. Previous gene-by-gene approaches identified only 21 different genes expressed during *Arabidopsis *male gametophyte development (for a review see [16]). Moreover, only three of these genes were shown to be expressed at microspore stage [53-55]. The data sets reported here include more than 11,000 microspore-expressed genes, representing a 3,600-fold increase in knowledge of gene expression in haploid microspores.

Two recent studies of the *Arabidopsis *mature pollen transcriptome using Affymetrix 8K AG arrays led to the identification of 992 and 1,584 pollen-expressed mRNAs, respectively [35,36]. Results obtained with ATH1 and AG arrays are considered comparable and largely independent of the different probe sets used [56]. However, there was a significant discrepancy in the number of incorrectly annotated genes between both arrays, with 6.3% of probe sets on the AG array being incorrectly annotated in comparison with only 0.4% on the ATH1 array [56]. Therefore, results from ATH1 arrays are more accurate as well as more comprehensive. Accordingly, the use of the more complete ATH1 array and more accurate microarray normalization protocols led to an increase in the estimated total number of genes expressed in mature pollen from around 3,500 [35] to around 9,000 (this study). The proportion of these genes that are considered male-gametophyte specific is strongly dependent on the choice of the set of reference sporophytic datasets. In the work reported here, the availability of more comprehensive sporophytic datasets and the application of more stringent criteria therefore led to a decrease in the estimated number of putative pollen-specific genes from around 1,400 [35] to around 800 (this study). This number could be reduced further if cell-type-specific expression within an organ limits detection of overlap with pollen expression. Our data highlight the extensive overlap between sporophytic and gametophyte gene expression and reveal the subset of the transcriptome that is strongly enhanced or specifically expressed during male gametophyte development. Considering all stages of microsporogenesis the total number of putative male-gametophyte-specific genes was 1,355 with the proportion of specific genes increasing from 6.9% at UNM-stage to 8.6% at MPG-stage. Among the male-gametophyte-specific genes identified there was an increase in the collective proportion of cell-wall, cytoskeleton, signaling and transport-related genes from 22% at UNM stage to 34% in MPG stage. This reflects the increasing functional specialization of mature pollen in preparation for a dramatic change in the pattern of cell growth during pollen germination and pollen tube growth.

Developmental analysis of transcriptome data revealed two striking features, a sharp reduction in transcript diversity after BCP stage and a major shift in mRNA populations between BCP and TCP stages. The decline in mRNA diversity after BCP stage is associated with terminal differentiation as well as the documented phenomenon of protein storage in pollen (see [57], and this study). Moreover, this large-scale repression associated with termination of cell proliferation after PMII is accompanied by the selective activation of new groups of genes that are likely to function during pollen maturation and post-pollination development.

It is interesting that the expression profiles of UNM stage and BCP stages are similar despite the presence of two different cell types in pollen grains at BCP stage - the larger vegetative cell and the smaller generative cell. Given the limited volume of cytoplasm associated with the generative cell, developmental changes in gene expression in the gametic or male germline cells are likely to be masked by the predominant contribution of the vegetative cell cytoplasm. Therefore, our male gametophytic gene expression profiles largely reflect the passage of the microspore through cell division and changes in gene expression associated with the differentiation of the vegetative cell. Large-scale changes in gene expression occur between BCP and TCP stages, and therefore do not coincide with asymmetric division of the microspore. UNM expression patterns persist into the bicellular stage, which is consistent with experiments that demonstrate that vegetative cell fate is specified independently of cell division at pollen mitosis I [58].

In contrast, generative cell fate appears to be dependent on asymmetric division at pollen mitosis I [25,58]. Sperm-cell cDNAs and databanks recently established in maize, lily, tobacco and *Plumbago zelanica *[30-33] provide valuable gametic gene-expression data in other species. Although our data do not provide direct information about gametic gene expression in *Arabidopsis*, further development of cell gamete isolation sorting [36] would allow genome-wide identification of generative- and sperm-cell-specific genes in comparison with the datasets generated here.

Hierarchical cluster analysis provided detailed evidence for the dramatic switch between early and late developmental programs. We identified 39 gene clusters that could correspond to co-regulated genes. These included early clusters, several clusters of late genes, those with constitutive expression profiles and clusters showing transient expression with peaks at BCP or TCP stages. The large size of cluster 29 (4,464 genes) documents the homogeneity in expression profiles of most early genes. In contrast, late gene clusters included a significant number of genes with similar profiles between BCP and TCP stages, followed by expression profiles that deviated between TCP and MPG stages. Cluster 1, and in particular cluster 17, contained genes strongly upregulated in TCP and MPG, with likely functions in post-pollination events. The differential fate of certain late gene clusters is likely to be a feature of their requirement during pollen maturation or post-pollination events.

Our analysis revealed completely different expression profiles of transcription factors when compared to core translation factors. 

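The core translation factors mostly fell between BCP and TCP while the transcription factors changed in both directions. AteIF3D-1, a subunit of initiation factor 3, read 193 ± 32.6 (SD, n = 2) at UNM, 184 ± 61.4 at BCP, 25.7 ± 15.0 at TCP and 7.35 at MPG (from BCP to TCP at least 6.66-fold lower, adjusted p = 0.0016 from limma). The median change from BCP to TCP was -1.23 on the log2 scale over the 29 translation factor genes tested and 0.01 over the 214 transcription factor genes tested. AteIF1-3, an initiation factor 1 gene, was the other translation factor that rose, from 149 ± 22.2 to 343 ± 44.5 (1.21, adjusted p = 0.0036). Early genes made up a larger share of the translation factors than of the transcription factors (odds ratio 3.88, Fisher's exact test, two-sided, p = 0.0021). This test takes genes as independent, which they are not, and covers the genes that were matched by name. Its p ran from 0.00016 to 0.034 over the alternatives tried.

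**Figure D2:**
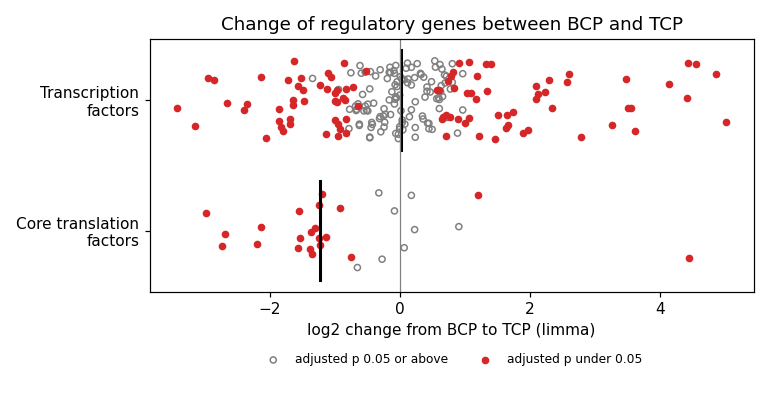
Log2 change from BCP to TCP (limma) on the x axis for each tested gene of the core translation factors and the transcription factors. Red points are genes with an adjusted p under 0.05, open gray points the others, black bars the list medians of -1.23 and 0.01, and points are spread vertically for view.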

The majority of core translation factors belonged to the early-group genes with few that were male gametophyte-specific. This may be expected, given that many genes are involved in general cellular activities. However, genes encoding PAB proteins did not follow the general trend. Seven out of eight *Arabidopsis *PAB mRNAs were gametophytically expressed. Three PAB genes (*PAB3*, *PAB6 *and *PAB7*) appeared to be male gametophyte-specific and *PAB5 *was preferentially expressed in pollen. Moreover, *PAB3 *and *PAB5 *are the most abundant early and constitutive PAB mRNAs and *PAB6 *and *PAB7 *belong among the few late core translation-factor genes. Although these data suggest-specific expression, our data do not rule out expression in other sporophytic tissues, particularly in flowers. Indeed, previously published expression data confirmed the expression of these PABs in other reproductive tissues together with pollen [59].

Conversely, transcription factors showed more diverse spectra of expression profiles including early, constitutive and late. There was a considerable variation in the expression profiles of individual transcription factor families. The most over-represented was the C3H family, members of which are known to have roles in lignin and other phenylpropanoid pathways in plants [60]. Although sporopollenin synthesis is believed to be under strict sporophytic control (see [16]), the diversity of gametophytic C3H transcription factors might suggest a function for these genes in regulating chemical interactions between phenylpropanoid precursors secreted by the tapetum. 

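At1g74990, which encodes a putative RING finger protein, gave a mean signal of 1240 ± 194 (SD, n = 2) at UNM, 1010 ± 135 at BCP, 114 ± 1.68 at TCP and 167 at MPG. Between BCP and TCP it fell by 3.15 on the log2 scale (standard error 0.20, adjusted p = 0.00011 from limma), and between UNM and MPG it fell by 2.88 (0.25, 0.00031). The UNM and BCP signals differed by less than the test could call, with a log2 change of -0.28 (adjusted p = 0.58).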

One candidate is the At1g74990 gene encoding a putative RING finger protein, which is abundantly and preferentially expressed at UNM and BCP stages.

The majority of core translation factors belonged to the early gene clusters. In contrast, a significant number of transcription-factor genes were strongly expressed during pollen maturation. These data alone did not obviously support the fact that pollen germination and early tube growth in many species are largely independent of transcription, but vitally dependent on translation [61]. Similarly, we found that *Arabidopsis *pollen germination and tube growth were relatively independent of transcription, and that active pollen-tube growth, and to a lesser extent pollen germination, were dependent upon protein synthesis. It is known for some plant species that mRNAs and rRNAs accumulate during pollen maturation and are stored for use during pollen germination [62,63]. Our results show that *Arabidopsis *pollen is charged with a diverse complement of stored mRNAs that could be used to support pollen germination and pollen tube growth. Moreover, the early synthesis of mRNAs encoding translation factors strongly suggests that these are preformed and stored in mature pollen grains to support rapid activation upon hydration and germination. We also suggest that some abundant late transcription factors could regulate maturation-associated genes or act as repressors of inappropriate transcription in growing pollen tubes.

## Conclusions

The key impact of this work is that it provides a genome-wide view of the complexity of gene expression during single cell development in plants. Analysis of the male gametophytic transcriptome provides comprehensive and unequivocal evidence for the unique state of differentiation that distinguishes the developing male gametophyte from the sporophyte. Male gametogenesis is accompanied by large-scale repression of gene expression that is associated with the termination of cell proliferation and the selective activation of new groups of genes involved in maturation and post-pollination events. Development is associated with major early and late transcriptional programs and the expression of about 600 putative transcription factors that are potential regulators of these developmental programs. This wealth of information lays the foundation for new genomic-led studies of cellular functions and the identification of regulatory networks that operate to specify male gametophyte development and functions.

## Materials and methods

### Plant material and spore isolation

*Arabidopsis thaliana *ecotype Landsberg *erecta *plants were grown in controlled-environment cabinets at 21°C under illumination of 150 μmol/m^2^/sec with a 16-h photoperiod. Isolated spores from three stages of immature male gametophyte were obtained by modification of the protocol of Kyo and Harada [38,39]. After removal of open flowers, inflorescences from 400 plants were collected and gently ground using a mortar and pestle in 0.3 M mannitol. The slurry was filtered through 100 μM and 53 μM nylon mesh. Mixed spores were concentrated by centrifugation (50 ml Falcon tubes, 450 *g*, 3 min, 4°C). Concentrated spores were loaded onto the top of 25%/45%/80% Percoll step gradient in a 10-ml centrifuge tube and centrifuged (450 *g*, 5 min, 4°C). Three fractions were obtained containing: (1) microspores mixed with tetrads; (2) microspores mixed with bicellular pollen; and (3) tricellular pollen (Figure 1). Fraction 2 was diluted with one volume of 0.3 M mannitol loaded onto the top of a 25%/30%/45% Percoll step gradient and centrifuged again under the same conditions. Three subfractions of immature pollen were obtained: (2.1) microspores; (2.2) microspores and bicellular pollen mixture; and (2.3) bicellular pollen. Spores in each fraction were concentrated by centrifugation (eppendorf tubes, 2,000 *g*, 1 min, 4°C) and stored at -80°C. The purity of isolated fractions was determined by light microscopy and 4',6-diaminophenylindole (DAPI) staining according to [25]. Viability was assessed by fluorescein 3',6'-diacetate (FDA) treatment [58]. Mature pollen was isolated as described previously [35]. Pollen tubes were cultivated *in vitro *for 4 h according to [21]. Pollen was scored as germinated when pollen tubes were longer than half a pollen grain diameter. Pollen-tube growth was scored by counting those with tubes longer than two pollen grain diameters.

### RNA extraction, probe preparation and DNA chip hybridization

Total RNA was extracted from 50 mg of isolated spores at each developmental stage using the RNeasy Plant Kit (Qiagen) according to the manufacturer's instructions. The yield and RNA purity was determined spectrophotometrically and using an Agilent 2100 Bioanalyzer at the NASC.

Biotinylated target RNA was prepared from 20 μg of total RNA as described in the Affymetrix GeneChip expression analysis technical manual. Double-stranded cDNA was synthesized using SuperScript Choice System (Life Technologies) with oligo(dT)_24 _primer fused to T7 RNA polymerase promoter. Biotin-labeled target cRNA was prepared by cDNA *in vitro *transcription using the BioArray High-Yield RNA Transcript Labeling Kit (Enzo Biochem) in the presence of biotinylated UTP and CTP.

*Arabidopsis *ATH1 Genome Arrays were hybridized with 15 μg labeled target cRNA for 16 h at 45°C. Microarrays were stained with streptavidin-phycoerythrin solution and scanned with an Agilent 2500A GeneArray Scanner.

### Data analysis

Sporophytic data from public baseline GeneChip experiments used for comparison with the pollen transcriptome were downloaded from the NASC website [41,64]. The list of dataset codes was as follows: COT (three replicates), Cornah_A4-cornah-wsx_SLD_REP1-3; LEF (three replicates), A4-LLOYD-CON_REP1-3; PET (three replicates), Millenaar_A1-MILL-AIR-REP1-3; STM (two replicates), Turner_A-7-Turne-WT-Base1-2_SLD; ROT (two replicates), Sophie_A1-Fille-WT-nodex_SLD, Sophie_A5-Fille-WT-nodex_SLD; RHR (two replicates), Jones_A1-jones-WT1, SLD, Jones_A1-jones-WT2_SLD; SUS (three replicates), A1-WILLA-CON-REP1-3.

All gametophytic and sporophytic datasets were normalized using freely available dChip 1.3 software [65]. The reliability and reproducibility of analyses was ensured by the use of duplicates or triplicates in each experiment, the normalization of all 26 arrays to the median probe intensity level and the use of normalized CEL intensities of all arrays for the calculation of model-based gene-expression values based on the Perfect Match-only model [66,67]. A given gene was scored as 'expressed' when it gave a reliable expression signal in all replicates. Expression signal value '0' means that the detection call value was not 'present' in all replicates provided. All raw and dChip-normalized gametophytic datasets are available at the Institute of Experimental Botany AS CR website [68]. Although a RT-PCR validation of microarray data was not performed specifically for the purpose of this publication, our confidence in the quality of the data presented is based on our previously published RT-PCR validation of the expression of 70 genes [21,35,41].

Microsoft Excel was used to manage and filter the microarray data. For annotation of genes present on the ATH1 Array, the *Arabidopsis *Genome Annotation Release 3.0 published by The Institute for Genomic Research [52] was used. Genes were sorted into functional categories created according to data mined from the Munich Information Center for Protein Sequences *Arabidopsis thaliana *Database [69], Kyoto Encyclopedia of Genes and Genomes [70] and TAIR [46]. Hierarchical clustering of expressed genes was performed using expression-profile data clustering and analysis software EPCLUST [71], with correlation measure based distance and average linkage clustering methods.

## Additional data files

The following additional data is available with the online version of this article: Additional data file 1 is an Excel file containing the following items. The table Data contains the complete transcriptomic datasets used. Data were normalized using dChip 1.3 as described in Materials and methods. Expression signal value '0' means that the detection call value for particular gene was not 'present' in all replicates provided. In the column 'Cluster', the appropriate cluster for each male gametophyte-expressed gene is shown. The table Clusters gives the number of genes comprising all 37 clusters of genes coexpressed during male gametophyte development. The table Cell-cycle data lists core cell-cycle genes showing their expression values in male gametophytic datasets. Genes were defined according to [21]. The chart shows expression profiles of male gametophyte-expressed core cell-cycle genes. The table Transcription data lists transcription-factor genes, showing their expression values in male gametophytic datasets. Genes comprising *Arabidopsis *transcription factor families were derived by compilation of data available at the Ohio State University Arabidopsis Gene Regulatory Information Server [47], data published in [22] and database homology searches. MADS-box and bHLH gene families were defined according to [23] and [24], respectively. The table Translation data lists core translation-factor genes showing their expression values in male gametophytic datasets. Genes were defined according to the FIAT database [51]. The chart shows expression profiles of male gametophyte-expressed core translation-factor genes. The Transcription table summarizes transcription factor gene families showing the number of genes expressed during male gametophyte development. Additional data file 2 lists a complete set of 39 clusters of genes coexpressed during male gametophyte development. Clusters were determined using EPCLUST software with a threshold value of 0.05. The list of genes comprising each cluster is given in Additional data file 1. Additional data file 3 gives the expression profiles of male gametophyte-expressed transcription factors sorted into individual gene families. Expression data are given in Additional data file 1.

## Supplementary Material

Additional data file 1 The complete transcriptomic datasets used Click here for additional data file

Additional data file 2 The complete set of 39 clusters of genes coexpressed during male gametophyte development Click here for additional data file

Additional data file 3 The expression profiles of male gametophyte-expressed transcription factors sorted into individual gene families Click here for additional data file

## Figures and Tables

**Figure 1:**
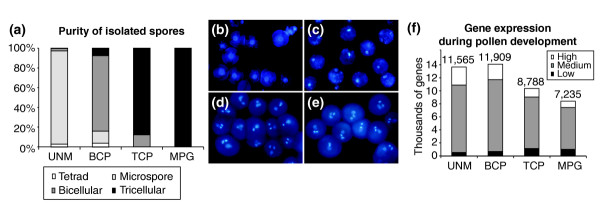
Spore isolation and numbers of genes expressed throughout *Arabidopsis *male gametophyte development. **(a) **Purity of isolated spores in each developmental stage determined by microscopy: UNM, microspores; BCP, bicellular pollen; TCP, tricellular pollen; MPG, mature pollen. **(b-e) **DAPI-stained populations of developing spores: (b) microspores; (c) bicellular pollen; (d) tricellular pollen; and (e) mature pollen. **(f) **Total number of genes expressed in developing pollen and their distribution among three relative abundance classes. Gene-abundance classes were defined as follows: high (up to 10-fold less than the maximum signal), medium (10- to 100-fold less) and low (more than 100-fold less).

**Figure 2:**
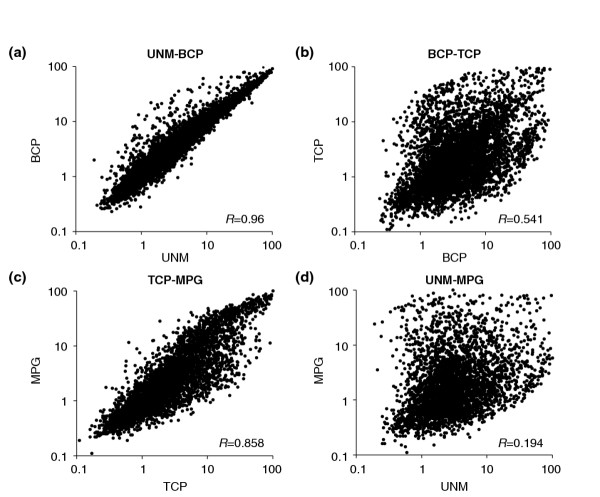
Scatter-plots comparing relative gene expression in pairs of developmental stages. The expression levels of individual genes were normalized using a logarithmic scale of 0 to 100 and genes coexpressed in pairs of transcriptome datasets were plotted. **(a) **UNM versus BCP stage; **(b) **BCP versus TCP stage; **(c) **TCP versus MPG stage; **(d) **UNM versus MPG stage. *R*-value represents the correlation coefficient.

**Figure 3:**
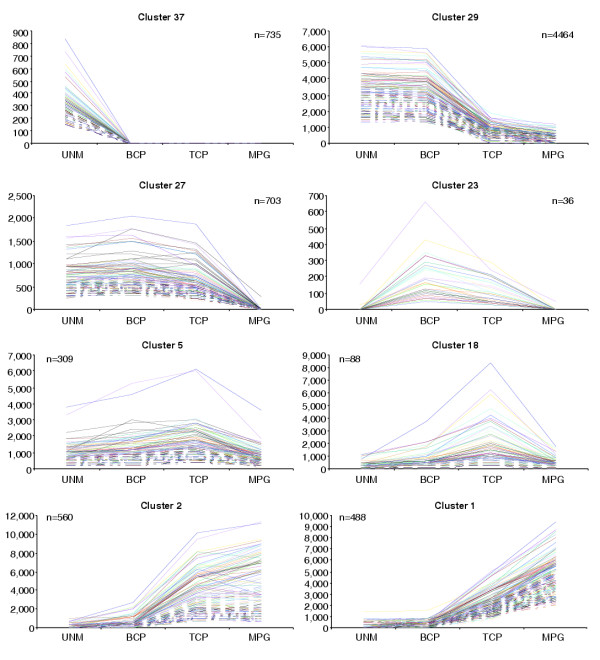
A selection of clusters of genes coexpressed during male gametophyte development. A complete set of all 39 clusters determined using EPCLUST software with a threshold value of 0.05 is available as Additional data files 1 and 2. *n*, number of genes comprising a cluster.

**Figure 4:**
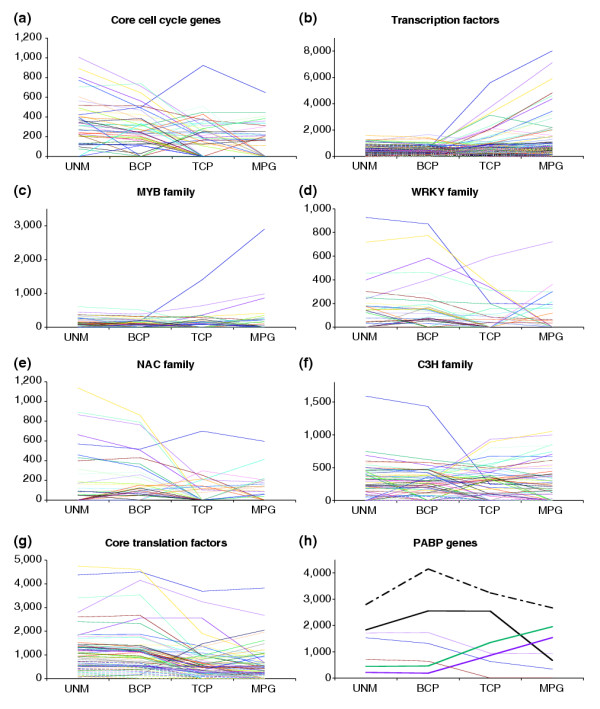
Expression profiles of regulatory genes throughout male gametophyte development. **(a) **Core cell-cycle genes; **(b) **transcription factors; **(c-f) **selected transcription factor families. (c) R2R3-MYB; (d) WRKY; (e) NAC; (f) C3H. Expression profiles of all transcription factor families analyzed are available as Additional data files 1 and 3. **(g) **Core translation factors. **(h) **Poly(A)-binding (PAB) protein genes. Putative male gametophyte-specific (bold) or enhanced (bold dashed) genes are highlighted.

**Figure 5:**
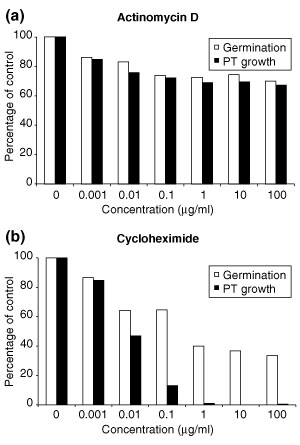
Pollen germination and pollen tube growth *in vitro *in the presence of inhibitors of **(a) **transcription and **(b) **translation. The percentage of germinated pollen and the percentage of pollen capable of extended tube growth were scored independently for each treatment. PT, pollen tube.

How the deposited data were processed for this re-analysis (not part of the article)

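RNA of spores isolated from Arabidopsis at 4 stages of male gametophyte development had been hybridized to ATH1 arrays by the authors, with biological replicates from independently grown plants. The arrays used here are 2 of uninucleate microspores, 2 of bicellular pollen, 2 of tricellular pollen and 1 of mature pollen. P-values therefore measure the spread between arrays of separately grown populations for the first 3 stages. The single mature pollen array was assumed to vary like them. The main fit had no replicate block, so this spread also holds any deviation that arrays of the same replicate number shared. No such spread is left for a gene with all arrays of these stages raised to the floor. Arrays of sporophytic tissues and of suspension cells were not analysed here.

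The authors deposited 1 intensity per probe set and array on a linear scale, without detection calls. The 22810 deposited values of every array had the same mean of 100 after the lowest and highest 2% were left out, a scaling made before deposit. The software behind these values is not given in the sources used here. The paper's own analysis normalized the arrays together in dChip and used detection calls, and neither step can be repeated from these values.

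The 64 control probe sets were set aside, and the other 22746 were rescaled on each array to a 2% trimmed mean of 100. Signals under 20 were raised to 20 and log2 values taken. A fold change is a bound, written as at least N-fold, when any array of the lower stage was raised to this floor. Probe sets with a signal of at least 40 on 1 or more arrays were tested with limma 3.58.1 (R 4.3.3), with all 7 arrays in 1 fit, 3 residual and 2.77 prior degrees of freedom, and Benjamini-Hochberg adjustment within each of 4 comparisons at 0.05. Shifts of gene lists were tested with camera in limma with a preset correlation of 0.01, adjusted over all lists and comparisons. They were tested again with an estimated correlation, under which none of the 15 list calls held. That second test has only the 3 residual degrees of freedom. It gave an adjusted p of 0.65 for the plastid genes between microspores and mature pollen, although all 69 fell. A call lost under it therefore says little about whether a list shifted. Lists with fewer than 5 tested members were only counted. Expressed probe sets, abundance classes, correlations and clusters were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0. Clusters came from average linkage of correlation distance over the 4 stage means, with stages under the minimum set to 0 and the tree divided at 0.05. Shares of probe sets carry 95% Wilson intervals, which cover counting error only.

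Genes were named through the annotation table of the array, with symbols from the TAIR10.1 gene table. A probe set was named when it was listed with 1 gene, which held for 13513 probe sets (13355 genes, 13333 with a locus). A further 503 were listed with several genes and 8730 carry no gene name here. For the 147 genes with several probe sets the brightest was used. The lists fixed before the data were examined were late pollen, sperm cells, tapetum, meiocytes, photosynthesis, actin, tubulin, cell wall, signaling, transport, cytosolic ribosome, DNA replication and histones, together with the paper's lists of cell-cycle, transcription factor and core translation factor genes. None of the sperm, ribosome and cell-cycle genes was matched by name, so these lists gave 0 measured genes. Other lists were measured in part, with 36 of 216 cell-wall, 30 of 250 signaling, 11 of 138 transport and 8 of 65 actin cytoskeleton genes. For photosynthesis 8 of 50 genes were measured, for tubulin 7 of 15, for histones 6 of 24 and for DNA replication 3 of 39. List results describe these matched genes only. Of the tapetum and meiocyte lists 3 genes each were measured and 1 each was tested. The tapetum gene, AT1G75920, did not pass between bicellular and tricellular pollen and fell from 38.6 in microspores to 1.41 in mature pollen (adjusted p = 0.017). The meiocyte gene, SDS, fell by 1.04 on the log2 scale between bicellular and tricellular pollen (adjusted p = 0.023). Without either bicellular or either tricellular array its adjusted p was 0.053 to 0.15. HTR10, GRP16 and GRP18 were left out because the tables did not pair their symbols with the loci in the lists, 3 entries lost in reading were restored, and 1 homonym was left out.

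The genes named in the text follow a rule set before the data were examined. It takes the 10 largest rises and 10 largest falls between bicellular and tricellular pollen and between microspores and mature pollen, and 5 and 5 in the other comparisons, among genes past the threshold whose arrays did not overlap. It adds every gene the paper's text names and the 3 largest changes of each list. Other genes are marked where they appear, except list members given beside their list's test. The paper's supplementary table was held in its first 1999 gene entries, and its gene list sheets in full.

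The fit was tested on simulated data before use. For the comparison of bicellular and tricellular pollen over 12904 probe sets, with 50 planted changes of each size, 64% of log2 rises of 2 and 62% of log2 falls of 2 were called, and 2% of changes of 1 in either direction. Of 66 calls 1 was false, and 0 false calls were made between microspores and bicellular or mature pollen. The other probe sets were left unchanged, and same-numbered arrays shared no deviation. In the data 56.5% of probe sets were called in this comparison, so the simulated rates do not measure its power or error. Same-numbered arrays were checked for pairing by the correlation of their deviations from the stage means over 14364 probe sets. It was 0.435 for microspores and bicellular pollen, 0.219 for microspores and tricellular pollen and 0.276 for bicellular and tricellular pollen, all over the limit of 0.1, so the numbers were taken to pair the samples on the evidence of the data alone. The fit was repeated under 15 alternatives, among them quantile normalization, scaling from the spiked controls, other floors and filters, the replicate number as a block and each array of the first 3 stages left out in turn. The minimum for expression was moved to 20, to 80, to 4 times each array's 25th percentile of signal and to a value from a fitted mixture. The result of 1 gene group is not reported here.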

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

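The group of plastid-encoded genes, the ratio of the spiked controls between replicates, the test of RNA degradation and the test of photosynthesis genes between microspores and bicellular pollen were chosen after values had been seen, while the tests of the levels of photosynthesis and tapetum genes and of a shared batch were set beforehand.

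All 69 measured plastid-encoded genes, which the paper does not discuss, were lower in mature pollen than in microspores at an adjusted p under 0.05 from limma, with a median log2 change of -3.92 (camera adjusted p = 3.9e-13; adjusted p = 0.65 with an estimated correlation). Their median signal was 931.8 at UNM, 264.4 at BCP, 94.4 at TCP and 54.1 at MPG, and 34, 52 and 16 of them fell at the successive steps (35, 56 and 24 with the replicate block; with 1 array left out 0, 32 to 47 and 0 to 4, against 66 to 69 between UNM and MPG). At the first 2 steps 6 and 30 plastid genes fell with scaling from the spiked controls, and 7 and 32 without the filter. If RNA of green anther tissue in the microspore isolate caused the fall between UNM and BCP, nuclear photosynthesis genes would be expected to fall there too. The log2 change of all 7 nuclear photosynthesis genes tested was above 0 there, with a median of 0.71. Of these, 0 passed over all probe sets and 5 when adjusted over the list alone. Only 7 of the 50 genes of the list were tested. Their direction goes against that prediction, but a rise within the spores could hide a loss, so they cannot decide. The paper filtered the spores, separated them on Percoll gradients and saw no sporophytic cells under the microscope. From the signals, however, green tissue and the tapetum stay open for the falls at every step. The median signals at UNM of 43.5 over 8 photosynthesis genes and 24.7 over 3 tapetum genes can be set only against other probe sets, whose levels are not comparable. The 1 tapetum gene tested, AT1G75920, passed at none of the successive steps. Its log2 change between UNM and MPG was -0.94, limited by the floor, so it cannot decide. A loss of plastid mRNA relative to nuclear mRNA as the spores mature stays open as a biological explanation, as does a change in how plastid RNA was primed for labeling, and neither was tested.

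The spiked hybridization controls, which the paper does not report, were brighter on replicate 2 than on replicate 1 at all 3 stages with replicates, by ratios of 1.89 at UNM, 2.8 at BCP and 1.41 at TCP. Arrays of one replicate number sharing a batch is a candidate explanation for which the values it needs are there, since the lowest correlation of deviations over the 3 pairs of stages was 0.219. For RNA more degraded at the 5' end in replicate 2 the values it needs are there as well. The median log2 ratio of 3' to 5' signals over GAPDH, actin and ubiquitin was higher in replicate 2 at every stage, by at least 1.1. In that set the actin ratio alone differed by 0.0 at UNM, -0.02 at BCP and 0.4 at TCP, while in a second set of control probe sets it differed by 1.74, 1.32 and 0.34, GAPDH by 0.52, 0.4 and 0.64 and ubiquitin by 0.85, 0.84 and 0.35.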

How the results depend on the processing

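No call changed its direction under any alternative, but orders of stages did. With 4 times the 25th percentile 9437 probe sets were expressed at BCP and 9485 at TCP, and without UNM replicate 1 the high class at UNM (6.39%) was below that at MPG. Of the list tests 516 results stayed on their side of the threshold, 22 gained and 30 lost a call, 15 of the losses with an estimated correlation. Of the list counts 828 stayed within 1.5 times and 252 moved, and of the named genes 1855 comparisons kept their call, 2 gained and 142 lost it. Where a call or count moved, the cause was not tested, except that leaving out an array leaves fewer samples and fewer residual degrees of freedom. Scaling from the spiked controls multiplied the arrays by 1.422 and 0.752 at UNM, 1.904 and 0.681 at BCP and 1.039 and 0.737 at TCP. The 2 replicates of a stage had the same trimmed mean before it, so this scaling itself set them apart. Calls lost under it can follow from that added spread. The precision of all values is limited by 2 arrays a stage and 1 of MPG, and below a signal of 20 by the floor.

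With scaling from the spiked controls, 53 probe sets rose and 6 fell between UNM and BCP, 969 and 2917 between BCP and TCP, 2 and 0 between TCP and MPG (496 at an unadjusted p under 0.05 from limma), and 1196 and 2009 between UNM and MPG. The high class was 10.77% at UNM, the low class 12.56% at UNM and 61.47% at MPG, 48.0% of the latter at least 2-fold higher earlier. Expression at UNM alone was 664, and the average signal ratio 5.41 for the cytoskeleton and 24.5 for signaling. With a floor of 40, 202 probe sets fell between UNM and BCP and 1124 rose between TCP and MPG, with no floor 461 rose between TCP and MPG, and with no filter 168 rose between UNM and BCP.

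The replicate numbers pair the arrays, and with the replicate block 1126 probe sets rose between TCP and MPG. Between TCP and MPG the block gave 4 rises in place of 2 among 19 cell wall genes, 1 in place of 0 among 7 photosynthesis genes and 2 falls in place of 1 among 29 translation factors, and between UNM and BCP 1 rise in place of 0 among 3 late pollen genes. Apart from these, the list shifts and counts given beside their results, and LHCB4.1 between UNM and MPG (adjusted p = 0.061, 0.041 with the block), the block changed no other call of a list shift or named gene, and moved no other count of the fixed lists and the paper's lists by more than 1.5 times. Counts of groups with a shared symbol moved in other cases.

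With a minimum of 20, the high and low classes were 6.84% and 41.15% at UNM and 4.7% and 74.43% at MPG, 36.6% of the last at least 2-fold higher earlier, 3853 probe sets were in the clusters rising by TCP, and 276 transcription factors were expressed. With a minimum of 80, 5244 probe sets were expressed at TCP and 5497 at MPG, the classes were 13.98% and 0.0% at UNM and 11.97% and 34.86% at MPG with 45.5% higher earlier, 1163 probe sets were in the clusters highest at MPG and low at TCP, 99 transcription factors were expressed with 46 early, and the AP2-EREBP share was 5.4% (adjusted p = 0.0024). With 4 times the 25th percentile, the classes were 10.4% and 10.7% at UNM and 6.06% and 67.01% at MPG. With the mixture, 14964 probe sets were expressed at MPG, the classes were 6.7% and 42.37% at UNM and 4.4% and 76.07% at MPG with 36.4% higher earlier, 3845 probe sets were in the clusters rising by TCP, and 284 transcription factors were expressed. Without probe sets that can cross-hybridize the low class at UNM was 18.45% and 1456 probe sets were in the clusters highest at MPG and low at TCP.

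The tree divided at 0.1 gave 40 clusters, the largest of 4134, and with measured values kept 570 probe sets were in the clusters highest at MPG and low at TCP. On the log2 scale the correlation was 0.325 for UNM and MPG, 0.457 for BCP and TCP and 0.884 for TCP and MPG, over all probe sets 0.193, 0.48 and 0.882, and by Spearman 0.343, 0.437 and 0.852, with 0.917 for UNM and BCP and 0.95 and 0.927 for the replicates of UNM and TCP.

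Leaving out 1 array at a time gave 0 to 0 rises and 0 to 0 falls between UNM and BCP by limma (1439 to 2238 at an unadjusted p under 0.05), and 0 to 366 rises and 0 to 585 falls between TCP and MPG. It gave 1072 to 2223 probe sets in the clusters highest at MPG and low at TCP, 1971 to 3886 in those rising by TCP, and 250 to 1008 at UNM alone. Correlations ran from 0.402 to 0.421 for BCP and TCP, 0.863 to 0.87 for TCP and MPG and 0.156 to 0.172 for UNM and MPG. The UNM shares ran from 6.39% to 11.87% (high) and 14.05% to 36.81% (low).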

Differences from the paper's values

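The values here come from the deposited signals of 7 arrays with a minimum signal in place of detection calls, and the paper's from dChip values of 8 male gametophyte arrays, so no count below was made at the paper's own threshold. Clusters and classes use the paper's stated limits. A count, share or ratio is taken to match the paper's when the 2 lie within 1.5 times of each other, and a correlation when the difference is no larger than the SD between pairs of arrays.

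The high-abundance class held 9.32% of expressed probe sets at UNM and 6.74% at MPG, and the paper's values are 20% and 12%. With a minimum signal of 80 the shares were 13.98% and 11.97%, within the limits used here for a match, and under no other alternative set before the data were examined were they. The low-abundance class held 19.83% at UNM and 63.3% at MPG, against the paper's 4% and 14%. None of the alternatives closed this gap at either stage. With a minimum of 80 the UNM share is 0.0% by definition, so it cannot be compared.

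The average signal of the groups in MPG over UNM was 6.31 for the cytoskeleton, 25.4 for the cell wall and 28.6 for signaling, where the paper's values are 3.1, 3.7 and 2.3. None of the alternatives closed the gaps. The lists here were fixed from gene families and are not the paper's lists, and only part of each was matched by name.

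The correlation between BCP and TCP was 0.408 and the paper's is 0.541. None of the alternatives closed the gap, and the nearest, over all probe sets, gave 0.48. The correlation between TCP and MPG was 0.869 and the paper's is 0.858, with 0.863 without TCP replicate 2 and a difference under the other alternatives. Between UNM and MPG it was 0.172 and the paper's is 0.194, with 0.193 over all probe sets and a difference under the other alternatives.

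The tree gave 81 clusters where the paper's number is 39, and 40 clusters when divided at 0.1, the only alternative within the limits. The largest cluster held 2580 probe sets and the paper's 4464. The alternatives that fell within the limits were the minimum of 20 (3684), the mixture (3438), scaling from the spiked controls (3551), leaving out probe sets that can cross-hybridize (3248), division at 0.1 (4134), and leaving out UNM replicate 1 (3170), BCP replicate 2 (3431), TCP replicate 1 (3264) or TCP replicate 2 (3124), and the others did not. Expression at UNM alone was seen for 424 probe sets against the paper's 735, and scaling from the spiked controls (664), leaving out UNM replicate 1 (1008) and leaving out UNM replicate 2 (624) fell within the limits, the others not. The paper puts 298 genes in a cluster upregulated only after TCP. Clusters highest at MPG and under 0.5 of their maximum at TCP held 2304 probe sets, with no alternative within the limits, the nearest being 570 with measured values kept. This is a wider class than the paper's, since only the cluster of 1140 probe sets among them was near 0 on average at every stage before MPG.

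The GRAS family had 23.1% of its measured members expressed where the paper's share is 50%, with 53.8% under the minimum of 20 and the mixture, and a difference under the others. The C2C2 family had 55.6% expressed where the paper's share is 37%, with 44.4% under scaling from the spiked controls and a difference under the others. Families with few measured genes also lay outside the limits. They were HB (22.2% of 9 genes), NAC (0.0% of 5), MYB (100.0% of 2) and HSF (50.0% of 2).

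The paper states that the number of expressed genes declines further from tricellular to mature pollen. Here 9757 probe sets were expressed at MPG and 8319 at TCP, and with a minimum signal of 80 the 2 numbers were 5497 and 5244. The MPG number needs 1 array and the TCP number 2 that both pass. Array by array at 80, the MPG array was below both TCP arrays (5578 and 5718), the paper's direction. The paper describes a major early and a smaller late group of transcription factor genes. Here 73 of 181 expressed genes were early and 108 late, or 81 and 85 with scaling from the spiked controls, and the paper's own calls for the same 419 genes give 104 early and 98 late, against 353 and 255 over its whole list. Of the families the paper lists as under-represented, C2C2, HSF and MYB were not below the share of all other families here (HSF and MYB with 2 measured genes each), while AP2-EREBP, bHLH, MADS, HB, NAC and Aux/IAA were, without passing the test. Among those it lists as over-represented, C2H2, bZIP and GRAS were not above that share. The C3H, WRKY and TCP families were, and only C3H passed the test.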

Other observations

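The groups of genes with a shared symbol, and both tests on the number of expressed probe sets in mature pollen, were chosen after values had been seen. All 6 LSM genes tested, which encode Sm-like proteins of splicing and mRNA decapping, fell between bicellular and tricellular pollen, where 5391 of all 14364 probe sets tested fell, with a median log2 change of -2.37 and a mean signal of 214 before and 36.3 after (camera adjusted p = 0.027; adjusted p = 0.65 with an estimated correlation). LSM3B went from 247 to 28.9. All 6 NRPB genes, subunits of RNA polymerase II, fell as well, from a mean of 358 to 109, although their shift did not pass camera (adjusted p = 0.059). Both counts of 6 were the same with the replicate block.

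More probe sets were expressed in mature pollen (9757) than in tricellular pollen (8319). A stage with 1 array needs no second array above the minimum, and this stays open as the cause: the tricellular arrays taken alone reached 9028 and 9542, and the mature pollen array exceeded the higher by less than they differ. A background raised by scaling to one mean stays open too: the median signal of the unspiked bacterial controls was 3.63 on the mature pollen array and 3.33 and 3.63 on the tricellular arrays. With a minimum signal of 80 the order was the other way, with 5497 on the mature pollen array and 5578 and 5718 on the tricellular arrays. New transcripts in mature pollen are the biological explanation that the stages allow, and it was not tested.

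The paper's supplementary values for transcription factor and core translation factor genes were set beside these signals, with both lists pooled for the correlations. Over the 173, 176, 147 and 135 genes that the paper calls expressed at UNM, BCP, TCP and MPG, the Spearman correlation of the paper's values with those here was 0.881, 0.891, 0.892 and 0.887 for the matching stage. For 82.1% of the 419 transcription factors and 84.4% of the 32 translation factors, the paper's call of expressed in any stage and the call here were the same.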
